A study of Mus musculus with 18 samples.

How the data were processed

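BMAL1 ChIP-seq and input libraries were made from liver, kidney and heart of wild-type C57BL/6 mice kept under 12 h of light and 12 h of dark, with tissues from the same animals and 3 mice per tissue, per the labels. Tissues were collected 6 h after lights on and fixed with 1% formaldehyde, nuclei were sonicated, and chromatin was precipitated with a chicken antibody raised against mouse BMAL1. Libraries were made from 10 ng of DNA with 16 PCR cycles and read at 75 bp. The 18 libraries were grouped by tissue and by ChIP or input from their titles. The source label of the heart input libraries names kidney, against their titles and tissue labels. These libraries were kept as heart input, and no value was compared between input libraries here. If the source label were right, the heart peak list would have been made with kidney input. That could not be checked here, and it would bear on every comparison with heart.

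Per the labels, the authors made 1 peak list per tissue from all ChIP and input libraries of that tissue together. The peak caller, aligner, filters and genome build are not given in the sources used here. Each list gives a position, a name and a score per peak. The meaning and scale of the score that the authors deposited are not given in the sources used here, so it was used only to describe and rank peaks within a list. Because replicates were pooled before peaks were called, the files carry no spread between animals, and read depth is unknown. A list from a more deeply sequenced or better enriched pool can hold more weak peaks, so differences in list length and in the share of single-tissue peaks cannot be separated from differences in sensitivity. Coordinates are printed as in the lists, counted from 1.

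Gene names and boundaries came from a RefSeq table of the assembly GRCm38.p6, with 49943 genes on chromosomes, 21887 of them protein-coding. The build was settled from the data. The share of peaks within 1 kb of a gene boundary was compared with the same share after shifts of 3, 10, 100 and 1000 kb in both directions. Over all these shifts the highest shifted share was 11.7% in liver, 13.1% in kidney and 11.0% in heart. The unshifted shares were 32.5, 44.9 and 40.9%. Single chromosomes were checked over the 3 lists together with the shifts of 10 and 100 kb only. There the unshifted share was the highest on 20 of 20 chromosomes and at least 2.57 times the highest of these shifted shares on each. No boundary coordinates are printed. All 20 clock genes and all 20 genes of each tissue list matched a symbol.

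The table gives no strand, so start sites could not be told from gene ends. The comparisons planned for promoters were therefore made for gene boundaries, and distances planned from start sites were measured from the nearer gene end. Planned comparisons of E-boxes and other motifs were not made because no genome sequence was used here. The other choices of tests, gene lists, named genes and alternatives behind the results were made before the data were examined; tests of explanations in the additional observations, and alternatives to the comparison of boundary odds ratios between tissues, were not among them.

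Peaks of different tissues counted as shared when they overlapped by at least 1 bp, and overlapping peaks were merged into regions. Shares have exact Clopper-Pearson 95% intervals, which cover counting error only. Chance sharing came from 1000 random placements of one list on the same chromosomes. Scores were compared by the probability that one class ranks above the other, with ties counted equally to both sides, and 100000 permutations. Boundary shares and gene lists were compared with two-sided Fisher's exact tests and Benjamini-Hochberg adjustment within each family of 3 tests. Genes with different sites were compared with 1000 exchanges of tissue labels. Log2 odds ratios were compared between tissues with 10000 permutations of the tissue labels within each peak class. In these tests the peaks, not the animals, are the units, so a p-value describes these lists and not the variation between mice.

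The genes named in the text followed a fixed rule: 20 clock genes and outputs whatever their values; in each list the 5 single-tissue peaks with the highest score; the 5 regions common to all tissues with the best mean rank; and at most 5 genes per tissue list, those with the highest-scoring peak. The liver list held Alb, Apoa1, Apoa2, Apob, Ttr, Serpina1a, Fgb, Fga, Ahsg, Cps1, Cyp7a1, Tat, F2, Hpx, Trf, Ambp, Cyp2e1, Hamp, Itih1 and Apoh. The kidney list included Umod, Slc12a1, Slc12a3, Slc34a1, Slc22a6, Slc22a8, Slc5a2, Aqp2, Nphs1, Kap, Cdh16, Kl, Lrp2, Cubn, Slc22a12, Slc13a3, Pvalb, Calb1 and Cyp24a1. The heart list held Myh6, Myh7, Myl2, Myl7, Tnnt2, Tnni3, Actc1, Nppa, Nppb, Ryr2, Mybpc3, Pln, Atp2a2, Myoz2, Tcap, Ttn, Csrp3, Ckm, Nkx2-5 and Tbx5. A few of the genes and peaks that these lists and the rule select are not reported here.

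The overlap rule, the threshold on the peaks, the boundary window, the gene set, the distance to genes, the placement of random peaks and the chromosomes used were each varied in turn. The procedures were tested on simulated data. All of 500 planted common peaks were found in each list. They were planted close enough to overlap always, so this result checks only the overlap code. Independent lists shared 1.03 times the chance number over 60 simulations. Of 60 simulations without an effect, 1 placement test and 3 gene-label tests gave p under 0.05. Those lists were placed at random along the chromosomes, without planted sharing or clustering. The counts therefore do not give the error rates in the real lists. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.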

Results

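BMAL1 is a transcription factor of the circadian clock that binds DNA together with CLOCK. Its binding was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in liver, kidney and heart of wild-type C57BL/6 mice, with the tissues taken from the same animals 6 h after lights on. The series held 18 libraries, with 3 ChIP and 3 input libraries per tissue. Binding was compared through 3 peak lists, each made by the authors from all ChIP and input libraries of a tissue together. The liver list held 4813 peaks, the kidney list 4034 and the heart list 2519. Every peak was 242 bp wide in liver, 188 bp in kidney and 198 bp in heart. A whole-number score from the authors accompanied each peak and was used only to describe and rank peaks within a list. It ran from 17 to 389 in liver (median 40), from 14 to 304 in kidney (median 28) and from 16 to 375 in heart (median 25). Since no value was given per animal, no comparison below has an error between animals. All intervals and tests treat peaks as the units, and the read depth behind each list is unknown.

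The first comparison asked how many binding sites the tissues had in common. Peaks of different tissues that overlapped by at least 1 bp were counted as shared. Of the liver peaks, 30.7% overlapped a kidney peak (1478 of 4813, exact 95% interval 29.4 to 32.0%) and 13.6% overlapped a heart peak (654, 12.6 to 14.6%). In the kidney list, 36.6% of peaks were found in liver (35.1 to 38.1%) and 18.5% in heart (746 of 4034, 17.3 to 19.7%). Heart peaks were found in liver in 26.0% of cases (24.3 to 27.7%) and in kidney in 29.6% (27.8 to 31.4%). Peaks found in no other tissue made up 66.5% of the liver list (3199 peaks), 57.7% of the kidney list (2327) and 65.0% of the heart list (1637). These shares depend on which peaks each list retained, since a site missing from one list leaves its partner counted as single-tissue. The numbers in the peak names have gaps, and of the numbers up to the highest on each autosome 34.1% belonged to a peak in liver, 39.1% in kidney and 8.96% in heart. The threshold on the peaks moved these shares most. Among the top 1000 peaks of each list, 39.2% of liver, 31.4% of kidney and 48.1% of heart peaks were found in no other tissue.

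Merging overlapping peaks gave 9005 regions. Of these, 519 (5.76%) had a peak in all 3 tissues, 1323 (14.7%) in 2 tissues and 7163 (79.5%) in 1 tissue. Liver and kidney alone shared 960 regions, kidney and heart 228, and liver and heart 135.

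**Figure D1:**
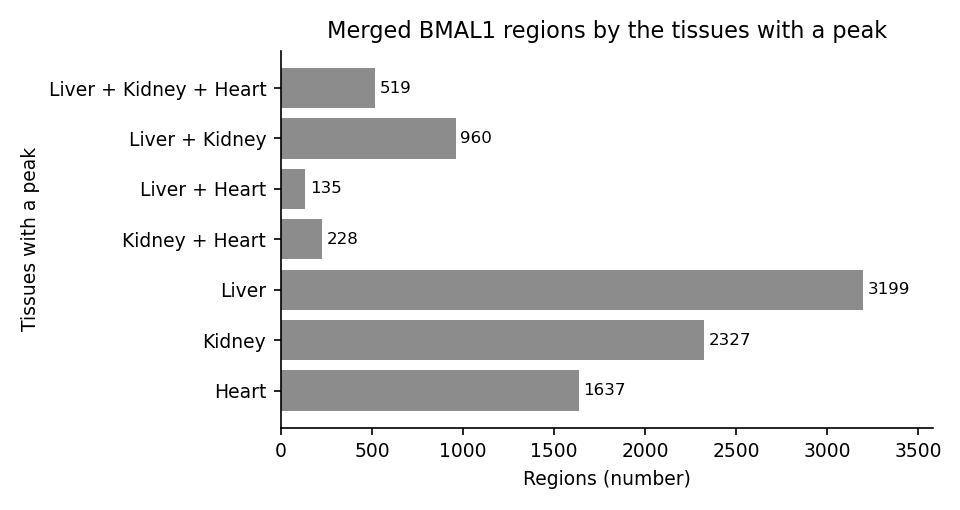
Number of merged BMAL1 regions (horizontal axis) by the tissues that had a peak in the region (vertical axis). Regions with a peak in liver only (3199), kidney only (2327) or heart only (1637) outnumber the 519 regions with a peak in all 3 tissues.

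Sharing was then set against chance. When each liver peak was moved to a random position on its own chromosome, 3.67 ± 1.90 peaks (SD over 1000 placements) overlapped a kidney peak, against 1478 observed, a 402-fold excess. The excess was 285-fold for liver and heart peaks and 445-fold for kidney and heart peaks. The one-sided permutation p was 0.001 for each pair, the smallest that 1000 placements can give. Random peaks placed at each peak's own distance from a random gene boundary lowered the excess most, to 76.4-fold for liver and kidney, 62.1-fold for liver and heart and 72.7-fold for kidney and heart, with the same p.

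Within each list, the peaks found in all 3 tissues were compared by score with the peaks found in that tissue only. The median score was 98.5 against 32 in liver (518 and 3199 peaks), 76 against 22 in kidney (517 and 2327) and 69 against 20 in heart (518 and 1637). The probability that a peak found in all tissues scored above a single-tissue peak was 0.904 in liver, 0.933 in kidney and 0.950 in heart. Each two-sided permutation p was 1e-05 before and after Benjamini-Hochberg adjustment over 3 tests, the smallest that 100000 resamples can give. Counting peaks as shared when their centres lay within 1000 bp gave the lowest value in each list, 0.899 in liver, 0.920 in kidney and 0.947 in heart. In the top 10% of each list by score, 53.7% of liver, 66.6% of kidney and 89.7% of heart peaks were found in all tissues. Single-tissue peaks made up 17.2% of that group in liver (14.0 to 20.9%), 6.68% in kidney (4.45 to 9.58%) and 3.57% in heart (1.65 to 6.67%). In the lowest 10% they made up 94.6%, 87.6% and 99.2%. Across the 519 common regions, Spearman's rho between the scores was 0.785 for liver and kidney, 0.731 for liver and heart and 0.806 for kidney and heart. These correlations are across regions, which are not independent replicates. The peak classes come from the same lists as the scores. A weak site missing from another list counts as single-tissue, and scores went together between lists. A higher score of peaks found in all tissues is therefore partly built in, and how much of it is built in was not separated.

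**Figure D2:**
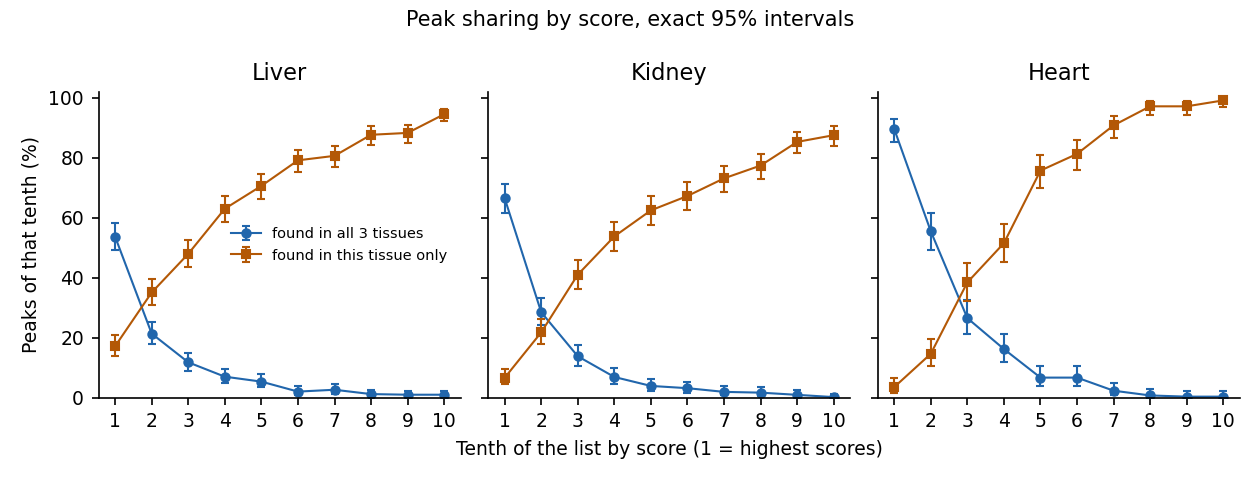
Share of peaks in percent (vertical axis) found in all 3 tissues (circles) or in this tissue only (squares), in 10 equal groups of each list from the highest scores (1) to the lowest (10) on the horizontal axis, with exact 95% intervals as bars. Peaks found in all tissues fall from 53.7, 66.6 and 89.7% in the highest group of liver, kidney and heart to 1.04, 0.248 and 0.398% in the lowest.

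The position of peaks relative to genes was compared next. A peak was placed at a gene boundary when its centre lay within 1 kb of either end of an annotated gene. Start sites were not told apart from gene ends, so these shares are not promoter shares. Peaks at a boundary made up 32.5% of the liver list (1564 of 4813, exact 95% interval 31.2 to 33.8%), 44.9% of the kidney list (1811 of 4034, 43.4 to 46.4%) and 40.9% of the heart list (1030 of 2519, 39.0 to 42.8%). The same peaks shifted by 100 kb gave 10.3% in liver and in kidney and 9.63% in heart. The liver share differed from the kidney share by -12.4 percentage points (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p over 3 pairs 1.96e-32) and from the heart share by -8.39 points (adjusted p 1.83e-12). Kidney exceeded heart by 4.0 points (adjusted p 0.00149). A 5 kb window moved the shares most, to 55.5% in liver, 65.3% in kidney and 60.6% in heart. Differences that involved heart depended on which peaks entered. With the same number of top peaks from each list the liver minus heart difference was 1.23 points (adjusted p 0.391) and the kidney minus heart difference 10.5 points (adjusted p 2.44e-13). This setting shortens the liver and kidney lists and leaves the heart list whole. With the upper 50% of each list by score they were -13.2 points (adjusted p 7.61e-14) and -1.85 points (adjusted p 0.313). Liver lay below kidney under every alternative tried for this difference, by between -12.0 and -9.29 points.

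Peaks found in all 3 tissues lay at a gene boundary in 65.1% of cases in the liver list (337 of 518), 65.6% in the kidney list (339 of 517) and 65.4% in the heart list (339 of 518). These are nearly the same regions seen in each list. Single-tissue peaks did so in 22.2% of cases in liver (20.7 to 23.6%), 38.0% in kidney (36.1 to 40.0%) and 30.4% in heart (28.1 to 32.7%). The odds ratio was 6.54 in liver (adjusted p 2.25e-80), 3.10 in kidney (adjusted p 4.05e-30) and 4.34 in heart (adjusted p 3.93e-45), by two-sided Fisher's exact tests. The upper 50% of the heart list by score gave the largest move, to an odds ratio of 2.18 (adjusted p 2.03e-09).

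**Figure D3:**
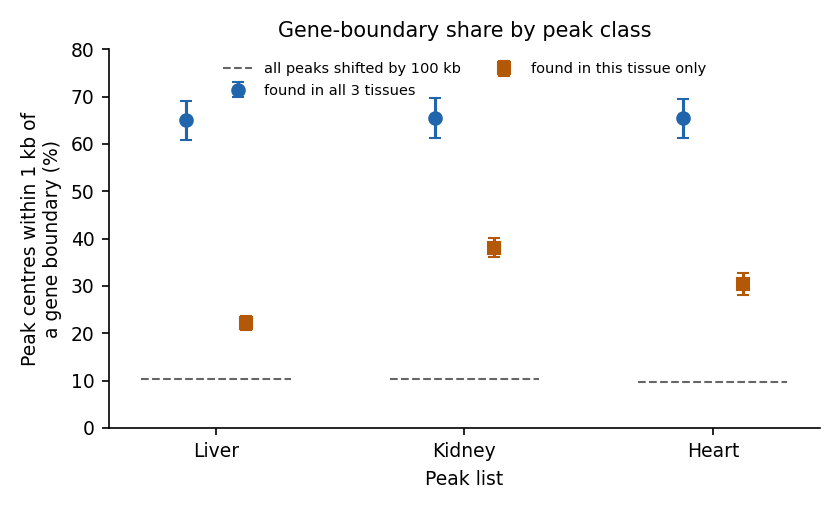
Share of peak centres within 1 kb of a gene boundary in percent (vertical axis) for peaks found in all 3 tissues (circles) and in this tissue only (squares) in each list (horizontal axis), with exact 95% intervals as bars. Dashed lines give the share of all peaks of the list after a shift by 100 kb. Peaks found in all tissues sit at 65.1 to 65.6% in each list, and single-tissue peaks between 22.2% in liver and 38.0% in kidney.

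Single-tissue peaks were next compared by their distance to 20 genes typical of each tissue. Of 3199 liver-only peaks, 21 lay within 50 kb of an end of a liver-list gene (0.656%), against 5 of 3964 kidney-only and heart-only peaks (0.126%), an odds ratio of 5.23 (two-sided Fisher's exact test, adjusted p over 3 lists 0.000682). For the heart list the counts were 10 of 1637 against 13 of 5526 (odds ratio 2.61, adjusted p 0.0375). The kidney list gave 10 of 2327 against 12 of 4836 (odds ratio 1.74, adjusted p 0.253), a difference that could not be told from chance. The distance changed calls. Within 10 kb the kidney list passed the threshold (odds ratio 7.29, adjusted p 0.0201, 7 against 2 peaks) and the heart list did not (odds ratio 2.70, adjusted p 0.128, 4 against 5 peaks). Several peaks can lie near one gene and neighbouring genes can share a peak, so these peaks are not independent. Liver peaks of any class lay near 12 of the 20 liver-list genes, with the highest scores near Cyp2e1, Apoa1, Alb, Hamp and Cps1. Kidney peaks lay near 15 of 20 kidney-list genes, with the highest scores near Slc12a3, Lrp2, Slc34a1, Nphs1 and Cdh16. Heart peaks lay near 9 of 20 heart-list genes, with the highest scores near Tcap, Nkx2-5, Myl2, Atp2a2 and Nppb. The highest-scoring peaks near the 5 named liver genes, near Lrp2 and Nphs1 in kidney and near Myl2, Atp2a2 and Nppb in heart were found in that tissue only. Those near Slc34a1, Cdh16 and Tcap were found in 2 tissues, and those near Slc12a3 and Nkx2-5 in all 3. Peaks of the other tissues also lay near list genes. Kidney and heart peaks lay near 6 and 5 of the liver-list genes, liver and heart peaks near 11 and 5 of the kidney-list genes, and liver and kidney peaks near 8 and 10 of the heart-list genes.

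Whether different tissues had peaks near the same gene at different sites was tested by assigning each peak to the nearest protein-coding gene within 50 kb. Peaks were assigned to 5361 genes, of which 1979 had peaks from at least 2 tissues. Of these 1979 genes, 472 had no peak shared between tissues. A shared peak was assigned to 1523 genes, including some whose overlapping peak of another tissue was assigned to a different gene or to none. Random exchange of the tissue labels among the peaks of genes without a shared peak gave 587 ± 12.5 such genes (SD over 1000 exchanges, range 551 to 624). The observed number was lower (two-sided permutation p 0.002, the smallest that 1000 exchanges can give). The exchange treats the peaks of a gene as independent, which would not hold where peaks of the same tissue cluster at a gene. That possibility was not tested, so the p-value does not show the cause of the lower number. Assigning peaks only within 10 kb gave 206 such genes, 0.825 times the random mean, against 0.804 times in the assignment within 50 kb.

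Of 20 clock genes and clock outputs, 17 had a liver peak inside the gene or within 10 kb of it, 18 a kidney peak and 18 a heart peak. All 3 tissues had a peak at 17 of them, and a region common to all 3 tissues lay at 16, among them Per1, Per2, Per3, Cry1, Cry2, Nr1d1, Nr1d2, Dbp, Tef, Hlf, Nfil3, Bhlhe40, Bhlhe41, Ciart and Wee1. Rora had peaks inside the gene in all 3 tissues but no region common to all 3, with the liver peak of highest score at rank 1408. At Arntl, which encodes BMAL1, the one peak was in kidney at rank 2344 of 4034, and at Clock the one peak was in heart at rank 1826 of 2519. Npas2 had no peak in the 3 lists.

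The 5 common regions with the best mean rank over the lists all lay at genes of the clock list. The highest score in every list belonged to a peak outside Nr1d1 (chromosome 11, 98783376 to 98783617 in the liver list, scores 389 in liver, 304 in kidney and 375 in heart). Rank 2 in every list was a peak inside Nr1d2 (chromosome 14, 18238468 to 18238709 in the liver list, scores 345, 301 and 324). A peak inside Dbp had a mean rank of 3.33 (chromosome 7, 45707645 to 45707886 in the liver list, scores 321, 285 and 308); the gene end nearest to it belongs to Sphk2. A second site at Nr1d1, inside the gene, had a mean rank of 4.67 (chromosome 11, 98773746 to 98773987 in the liver list, scores 306, 290 and 305). A peak inside Tef had a mean rank of 6.33 (chromosome 15, 81810852 to 81811093 in the liver list, scores 288, 277 and 297). Scores of different lists are not on a known common scale and are not compared.

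Among liver-only peaks, the highest score was 256, at rank 16 of the liver list, nearest to Gm46592 (chromosome 17, 8349018 to 8349259). The next were nearest to Fgd2 (chromosome 17, 29396840 to 29397081, score 245), Nav2 (chromosome 7, 49351939 to 49352180, score 245), Azin2 (chromosome 4, 128946736 to 128946977, score 207) and Sdr9c7 (chromosome 10, 127945540 to 127945781, score 193). The highest kidney-only score was 117, at rank 132, shared by a peak nearest to Ndrg1 (chromosome 15, 66969684 to 66969871) and another nearest to Hmcn2 (chromosome 2, 31434692 to 31434879). Kidney-only peaks nearest to Gstt2 (chromosome 10, 75837407 to 75837594), Zfp775 (chromosome 6, 48627006 to 48627193) and Phf7 (chromosome 14, 31251243 to 31251430) scored 106, 98 and 96. Heart-only peaks of high score were nearest to Tcap (chromosome 11, 98383435 to 98383632, score 97), Pfkl (chromosome 10, 78009617 to 78009814, score 87), Wnk2 (chromosome 13, 49134607 to 49134804, score 87) and Arl8a (chromosome 1, 135156372 to 135156569, score 83).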

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

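The alternatives to the comparison between tissues in this part, and the tests of score, list length and window, were chosen after the boundary shares had been seen. The difference between peaks found in all tissues and single-tissue peaks in how often they lay at a gene boundary was itself compared between tissues, as a difference of log2 odds ratios with the tissue labels permuted within each class. It was larger in liver than in kidney by 1.08 (p 0.0001, the smallest that 10000 permutations can give; adjusted p over 3 pairs 0.0003) and larger in liver than in heart by 0.59 (adjusted p 0.0096). Kidney minus heart was -0.48 (adjusted p 0.0229). The sign of that last difference depended on which peaks were kept, since it was 0.25 in the upper 50% of each list by score (adjusted p 0.321). Liver minus heart was 0.24 with a 5 kb window (adjusted p 0.336) and 0.30 with the same number of top peaks in each list (adjusted p 0.19), so of the 3 only liver minus kidney passed the threshold under every alternative, with 0.75 as its smallest value. The log2 odds ratios were 2.71 in liver, 1.63 in kidney and 2.12 in heart. The share among peaks found in all tissues was 65.1 to 65.6% in the 3 lists, so the difference lay in the single-tissue peaks, with 22.2% at a boundary in liver, 38.0% in kidney and 30.4% in heart. The permutations take peaks as units and leave out variation between animals. They also treat the peaks found in all tissues as independent between lists, although these are nearly the same regions. A p over the threshold here therefore does not show that a difference was absent. With a 5 kb window the single-tissue peaks alone gave an odds ratio of 0.849 for liver against heart (two-sided Fisher's exact p 0.00746). For kidney against heart it was 1.42 (p 6.64e-08).

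For liver against kidney, a different mix of scores is argued against as the whole cause: of 5 equal groups of the liver-only peaks by score, the highest boundary share was 27.0% (exact 95% interval 23.6 to 30.7%), below the 38.0% of all kidney-only peaks (36.1 to 40.0%), so no other mix of these groups would give the kidney share. List length is argued against as well, since among the top 1000 single-tissue peaks of each tissue 27.5% in liver and 43.1% in kidney lay at a boundary (odds ratio 0.501, two-sided Fisher's exact p 3.49e-13). A 5 kb window gave an odds ratio of 0.597 (p 7.22e-21). Shifted by 100 kb, the single-tissue peaks gave 9.78% in liver and 9.76% in kidney, so the gene density around them was alike.

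For liver against heart, the highest share of a liver score group, 27.0% (23.6 to 30.7%), overlapped the interval of the heart share of 30.4% (28.1 to 32.7%), but the top 1000 heart-only peaks lay at a boundary in 39.4% of cases (36.4 to 42.5%), above every liver group. No mix of these liver groups would give that share, which argues against a different mix of scores as the whole cause among the top 1000. For the difference over all single-tissue peaks, the overlap of the intervals leaves a different mix of scores open. In 5 equal groups from the highest scores down, the heart-only shares were 44.8, 45.3, 29.0, 18.0 and 14.7%. The liver-only shares were 27.0, 26.3, 22.0, 19.5 and 16.0%, so heart did not exceed liver in the lowest-scoring groups. The odds ratio was 0.583 among the top 1000 single-tissue peaks (p 2.11e-08) and 0.849 with a 5 kb window (p 0.00746). For kidney against heart it was 1.42 with a 5 kb window (p 6.64e-08), which argues against the window as the cause. The highest share of a heart score group was 45.3%, above the kidney share of 38.0% and not below the 43.1% of the top 1000 kidney-only peaks (40.0 to 46.2%), so a different mix of scores stays open for that pair. Among the top 1000 single-tissue peaks of kidney and heart the odds ratio was 1.17 (p 0.102). For that pair, the length of the lists and a difference between the tissues cannot be told apart, because 1000 peaks are a larger part of the 1637 heart-only than of the 2327 kidney-only peaks and the scores of the lists share no known scale.

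Other explanations stay open for all 3 pairs. Enrichment may differ between the antibody reactions in the tissues, and background that gathers at open chromatin may differ too; the tests above, such as the odds ratio of 0.501 among the top 1000 peaks, do not address either, and the GC content of the peaks was not tested without a genome sequence. A biological difference between the tissues, in which liver binds BMAL1 more often away from gene ends, is a hypothesis that was not tested apart from these.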

How the results depend on the processing

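Across 43 results, 238 values were computed under the alternatives, and 151 of them kept their direction and their side of the threshold or stayed within the interval or 1.5 times the reported count. A further 78 moved beyond it, 4 reversed, 1 gained and 4 lost their side of the threshold. The alternatives were chosen before the lists were seen, except that gene ends stand in for start sites throughout and that 18 of the values, for the differences between tissues in the boundary odds ratio, were chosen after seeing the data. Requiring overlap of at least 50% of the shorter peak, centres within 100 bp, or autosomes only moved no share or count of regions out of its range.

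With centres within 1000 bp, liver peaks were found in kidney in 32.2%, in heart in 14.6% and in no other tissue in 64.8% of cases. Kidney peaks were found in liver in 38.9%, in heart in 20.1%, in all tissues in 14.3% and in no other tissue in 55.3%. Heart peaks were found in liver in 27.9% and in no other tissue in 62.9%. The rule admits more distant pairs by its construction.

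In the upper 50% of each list by score, liver peaks were found in kidney in 42.5%, in heart in 22.6%, in all tissues in 18.7% and in no other tissue in 53.6% of cases. The kidney values were 50.8% in liver, 29.5% in heart, 22.2% in all tissues and 41.9% in no other tissue. The heart values were 43.1% in liver, 47.2% in kidney, 35.6% in all tissues and 45.3% in no other tissue. Regions found in 1 tissue numbered 2706.

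With the same number of top peaks in each list, liver peaks were found in kidney in 43.7%, in heart in 22.8%, in all tissues in 18.9% and in no other tissue in 52.3% of cases. Kidney gave 43.7% in liver, 26.9% in heart, 18.8% in all tissues and 48.2% in no other tissue. Heart gave 22.8% in liver, 26.9% in kidney, 18.9% in all tissues and 69.1% in no other tissue, higher than with the full lists because the lists searched were shorter. Regions found in 1 tissue numbered 4271.

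Among the top 1000 peaks of each list, liver peaks were found in kidney in 55.6%, in heart in 39.0%, in all tissues in 33.8% and in no other tissue in 39.2% of cases. Kidney gave 55.6% in liver, 46.7% in heart, 33.7% in all tissues and 31.4% in no other tissue. Heart gave 39.0% in liver, 46.7% in kidney, 33.8% in all tissues and 48.1% in no other tissue. Regions found in all tissues numbered 339 and regions found in 1 tissue 1187. Fewer peaks enter these counts by construction. In the full lists most peaks of every tissue were single-tissue, and among the top 1000 this held for none of the 3 tissues.

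Boundary shares in liver, kidney and heart were 25.7, 37.2 and 33.7% with a 500 bp window, 55.5, 65.3 and 60.6% with a 5 kb window, and 27.2, 39.3 and 35.8% with protein-coding genes only. The upper 50% of each list gave 42.6, 53.9 and 55.8%, and the same number of top peaks gave 42.1% in liver and 51.4% in kidney. The kidney minus heart difference reversed to -1.85 points in the upper 50% (adjusted p 0.313; 0.00555 at most under its other alternatives), and the liver minus heart difference to 1.23 points with the same number of top peaks (adjusted p 0.391; 4.95e-05 at most under its others). Boundary shares fell toward low scores in the single-tissue peaks of each list, and the lists end at different depths; the cause of the reversals was not tested further. The odds ratios of a boundary for peaks found in all tissues stayed above 1 and past the threshold under every alternative run, from 4.94 to 7.03 in liver, 2.60 to 3.23 in kidney and 2.18 to 4.75 in heart.

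Of the differences between tissues in this log2 odds ratio, liver minus kidney stayed past the threshold under all 6 alternatives, from 0.75 to 1.21. Liver minus heart was 0.24 with a 5 kb window (adjusted p 0.336) and 0.30 with the same number of top peaks (adjusted p 0.19), and was past the threshold under the others. Kidney minus heart was -0.51 with a 5 kb window (adjusted p 0.0564) and reversed to 0.25 in the upper 50% of each list (adjusted p 0.321); it was past the threshold under the others. The odds ratio in heart fell from 4.34 to 2.18 in the upper 50%, and the cause was not tested. The permutations behind these adjusted p-values treat peaks found in all tissues as independent between lists. Since these are nearly the same regions, the lost calls do not show that a difference was absent.

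For the gene lists, within 10 kb the kidney list gave an odds ratio of 7.29 (adjusted p 0.0201) and the heart list 2.70 (adjusted p 0.128). In the upper 50% of each list by score the kidney list gave 0.848 (adjusted p 1, 2 against 5 peaks) and the heart list 6.57 (adjusted p 0.0017, 8 of 464 against 5 of 1877). Within 100 kb the liver list gave 2.32 (adjusted p 0.0212), the kidney list 1.47 (adjusted p 0.323) and the heart list 2.59 (adjusted p 0.0212). The counts are small and the cause was not tested. In the upper 50% by score, the liver gene list gave no finite odds ratio, since 10 of 1127 liver-only peaks and 0 of 1214 others lay near a list gene (adjusted p 0.0017). Genes with different sites numbered 206 within 10 kb, where fewer peaks are assigned, and their ratio to the random mean lay between 0.765 and 0.825 under the alternatives.

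No paired analysis was possible because the files pool the replicates of a tissue, although the labels give the tissues the same replicate numbers. For the same reason no replicate was left out. Alternatives for E-boxes, other motifs and GC content were not run, since no genome sequence was used here. Depth limits the comparison of list lengths, and the reads per library were not analysed here.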

Other observations

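In this part, the tests of the low-scoring heart peaks, of chromosome X and of the peak numbers were chosen after the values had been seen. The tests of score within peak classes and of chromosome 11 were written down before their results were computed, after the patterns themselves had been seen.

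Peaks found in all tissues scored higher than single-tissue peaks and lay more often at gene boundaries. A difference in score is a candidate explanation for the boundary difference. Within 5 equal groups of each list by score, the odds ratio of a boundary was still 5.59 in liver (95% interval 4.34 to 7.19), 2.35 in kidney (1.77 to 3.13) and 2.08 in heart (1.51 to 2.86), against 6.54, 3.10 and 4.34 without the groups. This argues against score as the whole cause in each list. In heart much of the difference went with score, and score differences inside a group stay open.

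Some peaks of very high score were missing from other lists. Of the 482 liver peaks in the top 10% by score, 83 were in no other list (17.2%, exact 95% interval 14.0 to 20.9%). Of the same peaks, 96 had no kidney peak (19.9%, 16.4 to 23.8%) and 210 had no heart peak (43.6%, 39.1 to 48.1%). Of 404 top kidney peaks, 45 had no liver peak (11.1%, 8.24 to 14.6%) and 117 had no heart peak (29.0%, 24.6 to 33.7%). Of 252 top heart peaks, 24 had no liver peak (9.52%, 6.20 to 13.8%) and 11 no kidney peak (4.37%, 2.20 to 7.68%). The lists searched differ in length, with 4813 peaks in liver, 4034 in kidney and 2519 in heart, so these shares are not on an equal footing. How far under the detection limit the other tissue lay at these sites was not tested, since a site without a peak has no score, and no explanation was tested.

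Low-scoring heart peaks were almost never found elsewhere. Of the 755 heart peaks in the lowest 30% by score, 16 overlapped a peak of another tissue (2.12%, 1.22 to 3.42%), against 200 of 1210 in the corresponding part of the kidney list (16.5%, 14.5 to 18.7%; two-sided Fisher's exact p 1.01e-27) and 141 of 1443 in liver (9.77%, 8.29 to 11.4%). If these heart calls were only randomly placed background, they would lie at gene boundaries as often as shifted peaks do. They did so in 17.7% of cases (15.1 to 20.7%), against 7.15% after a shift by 100 kb, which argues against random placement for all of them. A mixture of bound sites and background may remain, and background that gathers at open chromatin near genes is not excluded by this test.

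Chromosome X carried 39 liver, 42 kidney and 23 heart peaks, 0.810, 1.04 and 0.913% of the lists, while 4.47% of protein-coding genes on the autosomes and X lay on it. Fewer genes could not account for this, since peaks per protein-coding gene on X were 0.175 times the autosomal value in liver, 0.225 times in kidney and 0.197 times in heart. A single copy of X in males and read filtering on X stay open as untested explanations; the sex of the animals and the filters are not given in the sources used here.

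Of 60 comparisons of a chromosome's share between one list and the others, 1 passed an adjusted p of 0.05. Chromosome 11 held 9.62% of kidney peaks (388) against 7.41% of liver and heart peaks (two-sided Fisher's exact test, adjusted p 0.00273). The more frequent position of kidney peaks at gene boundaries is a candidate cause. Within peaks at and away from boundaries the odds ratio was 1.30 (95% interval 1.14 to 1.50), which argues against it as the whole cause. No 5 Mb stretch held more than 36 of the 388 peaks. No biological explanation was tested.

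Each peak name carries a number within its chromosome that follows the score, with 0.994 as the smallest size of the Spearman correlation to the score over the chromosomes of the 3 lists. If a score threshold alone had ended the lists, nearly every number up to the highest would belong to a peak. On autosomes this was so for 34.1% of numbers in liver, 39.1% in kidney and 8.96% in heart, and on chromosome X, which has few numbers, for 49.4, 61.8 and 45.1%. Among the first 20 numbers of each chromosome it was 92.5% in liver, 92.3% in kidney and 72.3% in heart. These values argue against a threshold on the score alone. A filter on another quantity may have been applied; which filter is not given in the sources used here, and peaks not analysed here may account for part of the gaps.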
